A study of Danio rerio with 14 samples.

How the data were processed

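H2A.Z, a variant of histone H2A that takes its place in some nucleosomes, was mapped in zebrafish embryos by CUT&Tag, in which an antibody directs a transposase to cut and tag the DNA around the protein it binds. Per the labels' protocols, wild-type embryos were kept at around 50 per well and collected at 6 hours after fertilization, and each library was made from around 10000 cells. The groups were embryos in 0.1% DMSO, the solvent control (3 samples), embryos in 100 µM 5-AzaC from the 1-cell stage (3 samples), and embryos in 3.12 µM TDCIPP from 0.75 hours (2 samples). 5-AzaC (5-azacytidine) is a nucleoside analogue that lowers DNA methylation, and TDCIPP is an organophosphate flame retardant. The other 6 of the 14 samples of the series came from embryos overexpressing H2A.Z, in DMSO or in 5-AzadC, and were not analysed here. Samples were assigned to groups from their titles and treatment labels.

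The values come from 2 tables, one for each treatment against DMSO, with a row for each consensus peak. Per the file names they are output of DiffBind, a tool that counts reads in a merged set of peaks and compares groups. Per the file headers, the authors give each peak a level (concentration) over all samples of the comparison and one for each group, on the log2 scale. The log2 levels were read as the log2 of mean normalised read counts. The deposited log2 change equals the treated group's level minus the DMSO level to within 0.01, and the level over all samples equals the log2 of the mean of the linear group levels weighted by 3 and 3 samples (5-AzaC) or 2 and 3 samples (TDCIPP). The authors also deposited a p-value and an FDR for each peak. The aligner, peak caller, genome build, scaling and test behind these values are not stated in the labels or headers and are not assumed here. Coordinates are given as the tables give them, and the tables do not say whether starts count from 0 or 1.

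No table holds a value for a single sample. The spread between replicates therefore enters only through the deposited p-values, no mean ± SD or n is given for a peak, and the read depth of each library is unknown. DMSO levels of peaks with identical coordinates were the same in both tables for 5294 of 5295 peaks, so both comparisons rest on the same DMSO libraries and the scaling does not change with the peak set. The deposited FDR was 1 for 9841 peaks of the 5-AzaC table and 11807 of the TDCIPP table. Relating FDR to p among the other peaks gave 20024 and 17195 as the number of p-values adjusted, close to the 20013 and 17181 peaks with an FDR under 1. The adjustment thus covered only part of each table. The peaks outside it were weaker (median level 2.26 against 3.85 for 5-AzaC, 2.60 against 4.14 for TDCIPP), and 683 and 1116 of them had a p-value under 0.05. Peaks with an FDR under 1 are called tested below.

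Peaks were called at a deposited FDR under 0.05, with the sign of the deposited log2 change. The main tests, a first list of alternatives and the rule for naming peaks were fixed before the data were examined, and further alternatives were added later. For tables with only group values the design set for this case was the deposited FDR, so no count model was fitted. Peaks of the 2 tables were matched one to one by their best overlap of at least 1 bp. Overlap between calls and the share of calls on chromosome 4 were tested with two-sided Fisher's exact tests, and medians of peak width with two-sided permutation tests of 100000 resamples. The background of each test was the tested peaks, since the others could not have been called. This background was chosen after the tables were seen and replaced the all-peak background of the design, which is reported beside it. P-values of one family were adjusted by Benjamini-Hochberg, with 4 tests for chromosome 4. Peaks are not independent replicates, and these tests describe the peaks of these libraries. Intervals of shares are 95% Wilson intervals over peaks and cover counting error only. The named peaks are the 5 with the largest positive and the 5 with the most negative log2 change among the calls of each table, and the 5 called in the same direction in both tables with the smallest value for the larger of their FDRs.

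An approximate test of changes relative to the median of all peaks was added after seeing the data. The standard error of each change was taken as the size of the change divided by the normal deviate of its deposited p-value. For changes under 0.2 or p-values of 0.9 or more, the median error among peaks in the same one of 50 bins of level was used. The difference from the median was then tested and adjusted by Benjamini-Hochberg over the tested peaks. Without centring, this test called 3829 peaks for 5-AzaC, all of them among the 3829 deposited calls, and 2040 for TDCIPP, which included all 2037 deposited calls. This match follows from deriving the errors from the deposited p-values, so it is no check of them. The centred test was tried on simulated tables with the real levels, a common shift of -0.6 and 200 planted changes of one size. Each simulated peak was given the median error of its level bin, and its p-value came from that same error. The spread of errors between peaks of like level was thus absent, so the numbers that follow need not hold for the real peaks. At a size of 3 it recovered 93 of 100 planted lower and 100 of 100 planted higher peaks for 5-AzaC, and 97 and 99 for TDCIPP. At a size of 2 it recovered 61 and 73, and 62 and 62. At a size of 1 the numbers were 6 and 6, and 1 and 0, and at 0.5 none of the planted peaks was recovered. Its power in these simulated tables was therefore low for changes within 1 of the median. In a separate simulation built in the same way with changes of 3, unplanted peaks made up 7.91% and 5.34% of its calls.

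Alternatives covered the FDR threshold, a minimum log2 change of 1, the adjustment for multiple tests, weak peaks, sequences outside the 25 assembled chromosomes, centring, the overlap that counts as a match, the background, and matching on level. Gene names, and the test of promoters that had been set, are left out because the labels and headers do not state the genome build. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.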

Results

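H2A.Z was profiled by CUT&Tag in zebrafish embryos at 6 hours after fertilization, in 3 DMSO samples, 3 samples treated with 5-AzaC and 2 treated with TDCIPP. The comparisons ask how H2A.Z is distributed when embryos are exposed to either compound, in a study whose title concerns competition for H2A.Z when repetitive elements are de-repressed. The 5-AzaC table held 29854 consensus peaks, of which 24755 lay on the 25 assembled chromosomes, 4628 on alternate-locus sequences and 471 on unplaced sequences. The TDCIPP table held 28988 peaks, with 23935, 4616 and 437 in those classes. Median peak width was 782 bp and 768 bp. The median level over all samples was 3.34 on the log2 scale in the 5-AzaC table and 3.52 in the TDCIPP table, or 10.1 and 11.5 normalised reads per peak. The FDR adjustment of the authors left out 33.0% and 40.7% of peaks.

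Over all peaks, levels were lower in the treated embryos than in DMSO. The median log2 change in the authors' deposited table was -0.70 for 5-AzaC (interquartile range -1.03 to -0.31) and -0.53 for TDCIPP (-1 to 0.09). The change was below 0 in 86.0% of peaks after 5-AzaC (95% Wilson interval 85.6 to 86.4) and in 71.8% after TDCIPP (71.3 to 72.3). Summed over the 26.2 Mb that the peaks of the 5-AzaC table covered, the treated signal was 0.657 of the DMSO signal, with mean linear levels of 12.0 and 18.2 per peak. For TDCIPP the ratio was 0.781 over 25.1 Mb, with means of 14.3 and 18.4. Restricted to peaks above the median level, the medians were -0.80 and -0.66. The tables hold no per-sample levels, so these shifts could not be set against the spread between libraries.

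At an FDR under 0.05 in the authors' deposited table, 3829 peaks (12.8%) differed between 5-AzaC and DMSO. Of these, 3739 were lower and 90 higher, so that 97.6% of the calls were lower (95% Wilson interval 97.1 to 98.1). The TDCIPP comparison gave 2037 calls (7.03%), of which 1685 were lower and 352 higher, or 82.7% lower (81.0 to 84.3). The median log2 change in the authors' deposited table was -1.24 among lower calls and 0.85 among higher calls for 5-AzaC, and -1.54 and 1.72 for TDCIPP. These calls are relative to a change of 0. When each change was instead tested approximately against its table's median, the split between directions turned over. For 5-AzaC, 0 peaks were then lower and 244 higher at an adjusted p under 0.05. At an unadjusted p under 0.05 the counts were 428 lower and 612 higher. Among 20013 tested peaks, 428 in 1 direction is no more than that threshold would pass by chance. All 90 higher calls were among the 244. For TDCIPP, 122 peaks were lower and 787 higher relative to the median, which included 122 of the 1685 lower calls and all 352 higher calls. Lower calls thus made up 97.6% of the deposited 5-AzaC calls and 0% of the centred ones, and 82.7% and 13.4% for TDCIPP. Centring moves every change up by the same amount (0.70 or 0.53), so a shift of the split towards higher calls follows from where 0 is placed. In simulated tables without spread of errors between peaks of like level, the centred test had little power for small changes. It recovered 6 of 100 lower peaks planted at 1 below the shift for 5-AzaC, and 1 of 100 for TDCIPP. The other alternative that moved the counts most was a Bonferroni adjustment over all peaks, which left 20 lower and 0 higher peaks for 5-AzaC, where 306 peaks were higher at an unadjusted p under 0.05, and 21 lower and 39 higher for TDCIPP.

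The change depended on peak strength. Across peaks, which are not independent replicates, Spearman's rho between log2 change and mean level was -0.27 for 5-AzaC and -0.18 for TDCIPP. By quintile of mean level, from weakest to strongest, the median log2 change in the authors' deposited table was -0.33, -0.60, -0.71, -0.77 and -0.85 for 5-AzaC and -0.17, -0.42, -0.54, -0.65 and -0.73 for TDCIPP. Calls made up 40.5% of the strongest quintile and 0% of the weakest for 5-AzaC, and 21.9% and 0% for TDCIPP. Weak peaks were mostly left outside the deposited adjustment and could not be called, so the 0% says little about them. At the top of the range the direction was opposite. Among 105 peaks with a mean level of at least 7, 90 rose after 5-AzaC, with a median log2 change of 0.56 in the authors' deposited table. After TDCIPP, 115 of 138 such peaks rose, with a median of 0.25 in the authors' deposited table. Peaks at this level held 5.41% of the DMSO signal and 11.6% of the 5-AzaC signal over the peaks of that table, and 6.16% and 9.94% for TDCIPP. The threshold of 7 was chosen after its values were seen. Mean level includes the treated value, so a rise itself helps a peak reach this level, which also bears on the shares of signal. For example, peaks on chromosome 8 from 34921477 to 35033644 had a median level of 7.43 for TDCIPP and 6.45 for 5-AzaC.

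**Figure D1:**
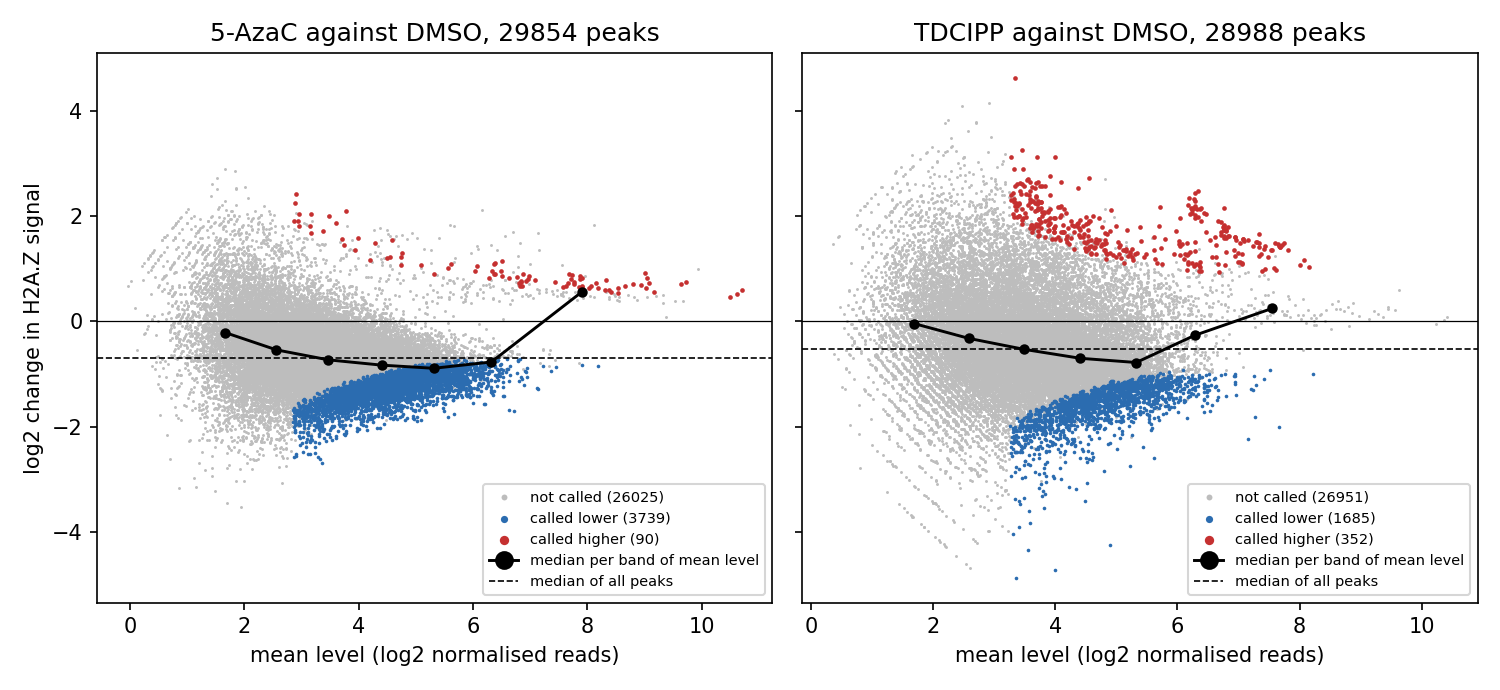
Log2 change in H2A.Z signal against mean level (log2 normalised reads) for each peak, for 5-AzaC (left, 29854 peaks) and TDCIPP (right, 28988 peaks) against DMSO, with calls at a deposited FDR under 0.05 in blue (lower) and red (higher). Black points join the median change in bands of mean level, which stays below 0 up to a level of 7 and is 0.56 and 0.25 above it, and the dashed line is the median of all peaks (-0.70 and -0.53).

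The 5 largest increases called after 5-AzaC ranged from 2.04 to 2.42 on the log2 scale in the authors' deposited table, at mean levels between 2.88 and 3.77 and with FDRs up to 0.0491. The largest was a 461 bp peak on chromosome 13 from 29646053 to 29646514, with a log2 change of 2.42 and an FDR of 0.0266 in the authors' deposited table. The 5 largest decreases ranged from -2.69 to -2.55 in the authors' deposited table, with FDRs up to 0.0117. The peak on chromosome 21 from 25676828 to 25677590 fell the most, with a log2 change of -2.69 and an FDR of 0.00291 in the authors' deposited table. Relative to the median change it lay at -1.99, and neither it nor the other 4 passed the approximate test of centred changes. After TDCIPP the ranges in the authors' deposited table were wider, from 3.12 to 4.63 for the 5 largest increases and from -4.87 to -4.05 for the 5 largest decreases. The largest increase lay on chromosome 6 from 31721198 to 31721716, where the authors' deposited table gave levels of 4.58 after TDCIPP and -0.05 in DMSO, a log2 change of 4.63 and an FDR of 0.000376. The largest decrease lay on chromosome 4 from 57642068 to 57643331, with levels of -0.81 after TDCIPP and 4.06 in DMSO, a log2 change of -4.87 and an FDR of 0.000726 in the authors' deposited table. The smallest FDR of these 5 decreases, 6.63e-09, belonged in the authors' deposited table to a peak on chromosome 23 from 5604584 to 5605430 whose log2 change was -4.25. All 10 of the TDCIPP peaks passed the approximate test of centred changes as well. Levels under 0 correspond to less than 1 normalised read, so the size of a change against such a level is imprecise.

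To ask whether both treatments affected the same peaks, 26161 peaks were matched between the tables (87.6% of the 5-AzaC and 90.2% of the TDCIPP peaks), of which 16366 were tested in both. Of these, 1209 were called lower in both, where 373 would be shared if the calls were independent (odds ratio 13.0, two-sided Fisher's exact p under 1e-300). They were 33.2% of the 5-AzaC lower calls among peaks tested in both tables and 72.0% of those for TDCIPP. Higher calls coincided at 4 peaks, against 1.05 if independent (odds ratio 4.01, two-sided Fisher's exact p = 0.0211, Benjamini-Hochberg over both tests 0.0211). This overlap was not past the threshold within quintiles of mean level (Mantel-Haenszel odds ratio 1.56). Opposite calls occurred at 16 peaks, all lower after 5-AzaC and higher after TDCIPP. Across matched peaks, log2 changes had a Pearson r of 0.55 (95% interval 0.54 to 0.56 over peaks) and a Spearman rho of 0.53. Both changes subtract the same DMSO level, so some overlap and correlation arises from the shared control. Independent errors of equal size in every library would give an r of 0.45. No such value was computed for the overlap of calls. The odds ratios are relative to independent calls, so they do not show how far both treatments affected the same peaks.

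**Figure D2:**
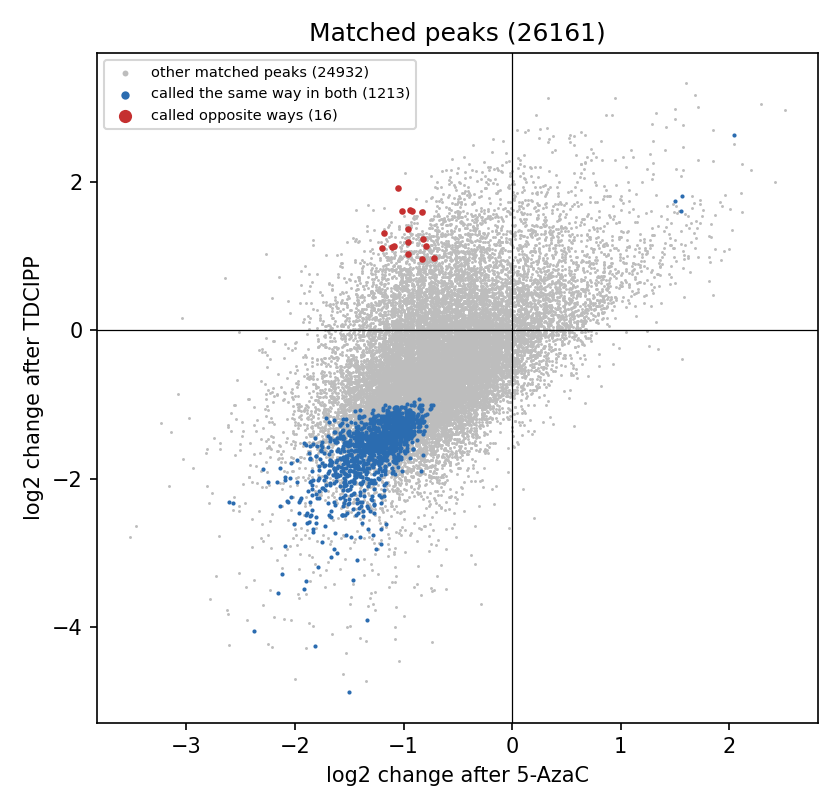
Log2 change after TDCIPP (vertical) against log2 change after 5-AzaC (horizontal) for the 26161 matched peaks, each against the same DMSO libraries. Blue points were called in the same direction in both tables (1209 lower and 4 higher), red points in opposite directions (16), and the cloud rises from lower left to upper right (Pearson r 0.55).

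Among the shared calls, the 5 with the smallest larger FDR were all lower. Their log2 changes in the authors' deposited table ran from -1.81 to -1.25 for 5-AzaC and from -2.85 to -1.58 for TDCIPP, with FDRs up to 0.00178 and 0.000608. The first was a 1617 bp peak from 238965 to 240582 on an alternate-locus sequence of chromosome 13. Its DMSO level was 6.20, and its log2 change in the authors' deposited table was -1.81 after 5-AzaC (FDR 0.00031) and -2.60 after TDCIPP (FDR 5.08e-07). All 5 passed the approximate test of centred changes for TDCIPP and 0 of the 5 for 5-AzaC.

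The long arm of zebrafish chromosome 4 is rich in repeats, and calls on this chromosome were compared with those on the other assembled chromosomes. After 5-AzaC, 78 of 640 tested peaks on chromosome 4 (12.2%) were lower, against 3069 of 16291 elsewhere (18.8%; odds ratio 0.60, two-sided Fisher's exact p = 1.01e-05, adjusted over 4 tests 2.02e-05). Higher calls were more frequent, at 14 peaks (2.19%) against 63 (0.387%; odds ratio 5.76, two-sided Fisher's exact p = 9.80e-07, adjusted 3.92e-06). After TDCIPP, 46 of 552 peaks (8.33%) were lower against 1464 of 13895 (10.5%; odds ratio 0.77, two-sided Fisher's exact p = 0.103, adjusted 0.103). Higher calls were 17 (3.08%) against 256 (1.84%; odds ratio 1.69, two-sided Fisher's exact p = 0.0528, adjusted 0.0704). Neither TDCIPP comparison passed 0.05 for the whole chromosome. For the long arm alone, taken from 25 Mb, the odds ratios were 0.33 for lower and 12.9 for higher calls after 5-AzaC, and 0.33 and 3.01 after TDCIPP, all past the threshold. The median log2 change in the authors' deposited table was -0.52 on chromosome 4 and -0.69 on the other chromosomes for 5-AzaC, and -0.33 and -0.56 for TDCIPP. Chromosome 4 had the highest median of the 25 chromosomes in both tables. Relative to the median of all peaks it lay 0.18 and 0.20 higher. With all peaks as the background, as set in the design, the odds ratios were 0.49 and 4.63 for 5-AzaC and 0.65 and 1.41 for TDCIPP. The fewer lower calls after TDCIPP then passed 0.05 (two-sided Fisher's exact p = 0.00384), so that comparison depended on the background.

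**Figure D3:**
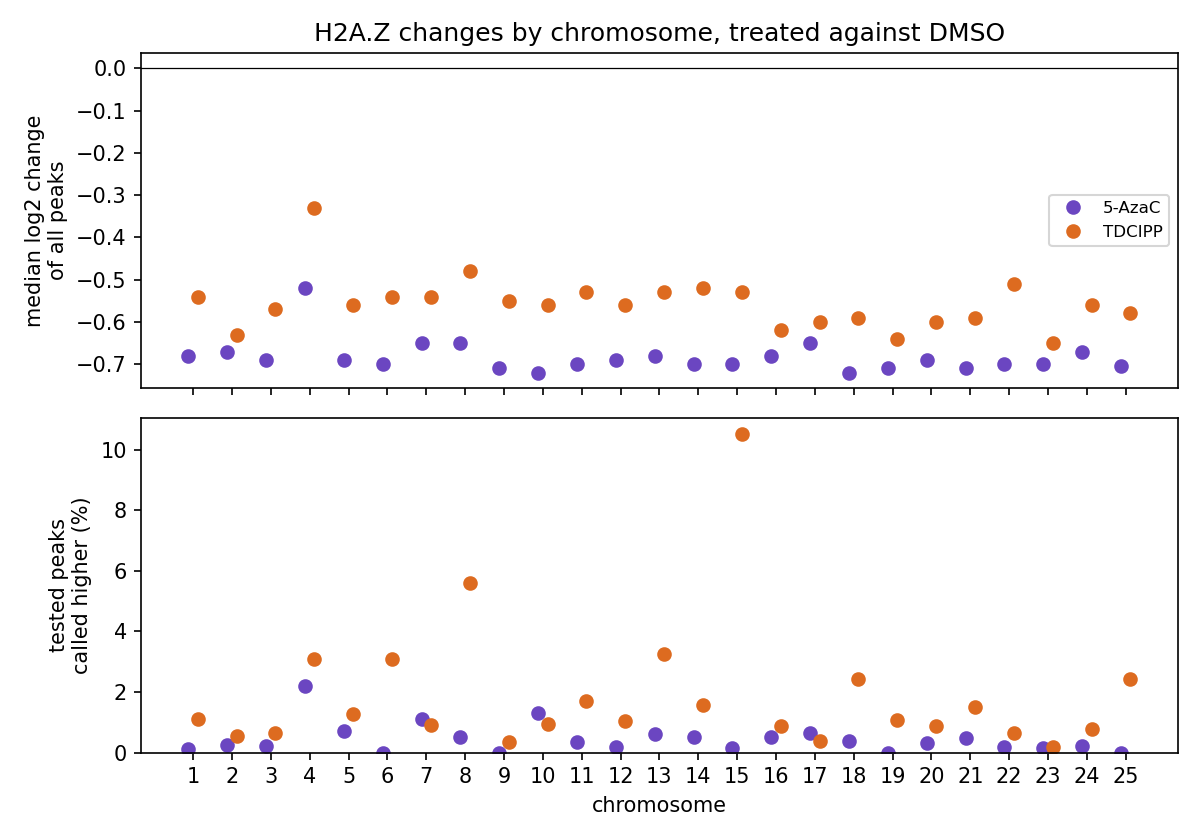
For each of the 25 assembled chromosomes (horizontal), the median log2 change of all its peaks (top) and the percent of its tested peaks called higher (bottom), for 5-AzaC (purple) and TDCIPP (orange) against DMSO. Chromosome 4 has the highest median in both (-0.52 and -0.33), and chromosome 15 the highest percent called higher after TDCIPP (10.5).

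Called peaks were wider than tested peaks that were not called. For 5-AzaC the medians were 1139 bp and 868 bp, a difference of 271 bp, and for TDCIPP 1117 bp and 915 bp, a difference of 202 bp (two-sided permutation p = 1e-05 for each, the smallest that 100000 resamples can give, and 1e-05 after adjustment). The widening held for lower calls in both tables (medians 1137 and 1164 bp). Higher calls had a median of 1494.5 bp after 5-AzaC and 736.5 bp after TDCIPP, narrower in the latter than peaks not called. Stronger peaks were wider (Spearman's rho across peaks 0.65 and 0.64), and within 20 bins of mean level the difference shrank to 53 bp (permutation p = 0.0001, the smallest that 10000 resamples can give) and 37 bp (permutation p = 0.0003). Within bands of mean level 0.1 wide it was 52 and 39 bp.

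Higher calls lay close together in the genome. After TDCIPP, 153 of 352 higher calls (43.5%) had another within 10 kb, against a median of 2 and a maximum of 14 in 10000 random draws of as many tested peaks (permutation p = 0.0001, the smallest these draws can give). Merging calls up to 100 kb apart left 194 loci, and 9 loci with at least 5 calls held 126 of the 352 calls (35.8%). Of these, 13 calls lay on an alternate-locus sequence of chromosome 8 and may not be separate from runs on that chromosome. The largest locus held 45 higher calls on chromosome 15 from 9634972 to 9876404, where the median log2 change over 48 peaks in the authors' deposited table was 1.90. Over 45 peaks of the 5-AzaC table in the same region the median was -0.58 in the authors' deposited table, with 9 called lower and 0 higher. Another 16 higher calls lay on chromosome 15 from 7197143 to 7280801, 17 on chromosome 8 from 34434195 to 34726803, and 10 on chromosome 13 from 25318122 to 25361484. None of these 4 regions had a higher call after 5-AzaC. After 5-AzaC, 29 of 90 higher calls had another within 10 kb (at most 5 in random draws), and 3 loci held at least 5 calls each, among them 6 calls on chromosome 4 from 28559748 to 28709765. Neighbouring lower calls exceeded the random draws less, at 397 of 3739 against a median of 273 and a maximum of 365 for 5-AzaC. For TDCIPP they were 89 of 1685 against a median of 62 and a maximum of 105, within the range of the draws (permutation p = 0.0089). These regions were chosen after their values were seen. Counts of calls in this text treat peaks as separate, and those in a run are not independent of each other.

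**Figure D4:**
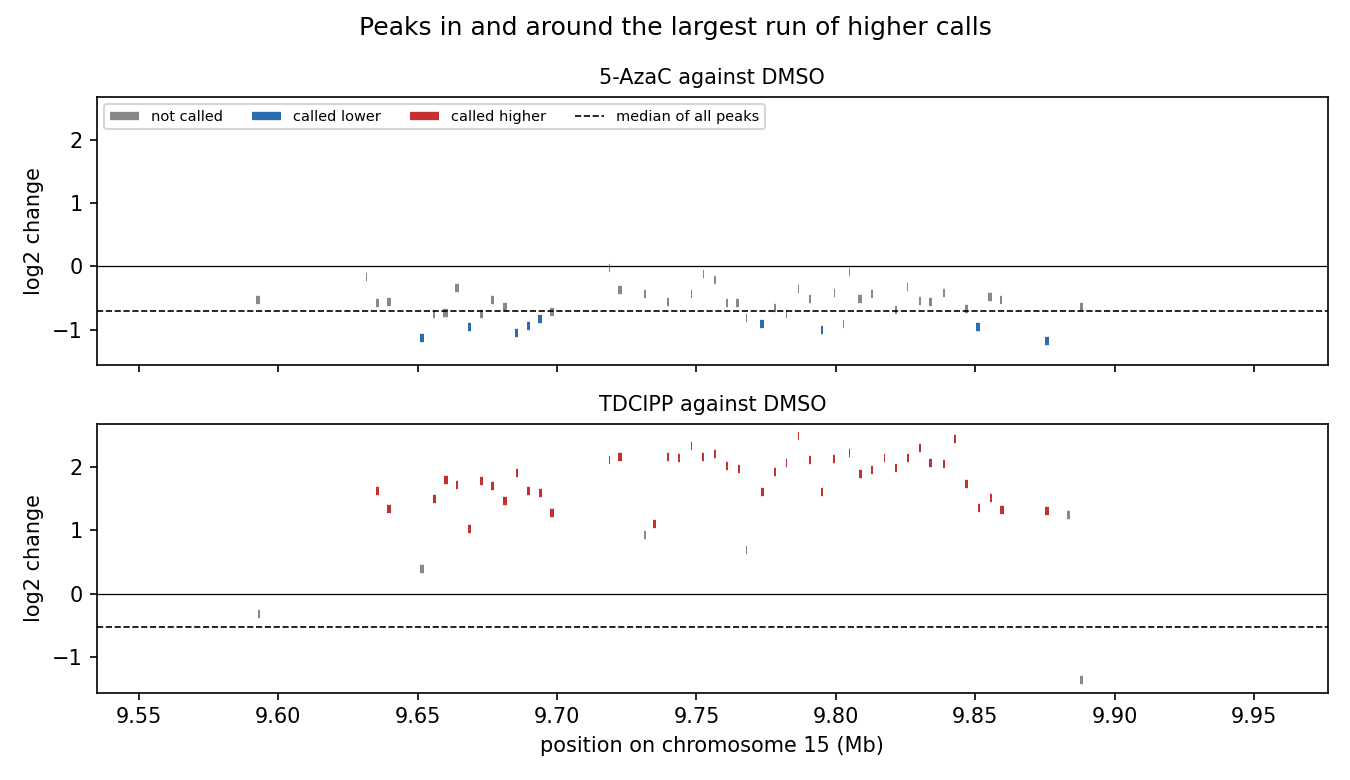
Peaks (bars spanning start to end) by position on chromosome 15 in Mb and log2 change, for 5-AzaC (top) and TDCIPP (bottom) against DMSO, in and 100 kb either side of the largest run of higher calls. In the run, 45 of 48 peaks were called higher after TDCIPP (red), while after 5-AzaC 9 of 45 were called lower (blue) and the rest were not called (grey).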

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

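The approximate test of centred changes, the level matching of chromosome 4 and width, and the removal of runs were chosen after seeing the data. So was the tested-peak background of the main tests, in place of the all-peak background of the design. The other alternatives were fixed before.

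No paired analysis was possible because the deposited tables hold one value per group. For the same reason a replicate block, leaving out each replicate, other splits of the samples, other size factors, pseudocounts and a filter on each sample's reads were not run. The promoter test and its alternatives were not run because the genome build is not stated.

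Lower calls outnumbered higher ones under each threshold with 1 exception. For 5-AzaC, an FDR of 0.01 gave 620 calls (615 lower, 5 higher) and 0.1 gave 6903 (6699 lower, 204 higher). For TDCIPP the counts were 426 (305 and 121) and 3748 (3167 and 581). A Bonferroni adjustment left 20 for 5-AzaC (20 and 0, with 306 higher at an unadjusted p under 0.05), and 60 for TDCIPP (21 and 39), the exception. Higher calls of 5-AzaC were 32 with a minimum log2 change of 1 and 58 with Benjamini-Hochberg over all peaks. On assembled chromosomes only, calls were 3224 for 5-AzaC (3147 lower, 77 higher) and 1783 for TDCIPP (1510 and 273). Only the approximate test of centred changes moved the calls of both tables to mostly higher, with 244 for 5-AzaC (0 lower, 244 higher, and 428 lower at an unadjusted p under 0.05) and 909 for TDCIPP (122 and 787). The 428 are no more than chance gives at that threshold. Centring made this difference, and the uncentred form of the same test gave 3829 and 2040 calls. Those counts follow from deriving its errors from the deposited p-values, so they are no check of the centred counts. Moving the sign at the deposited FDR to the median changed no call.

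The median log2 change stayed below 0 under each alternative. For 5-AzaC it was -0.80 above the median level, -0.74 over matched peaks and -0.68 over assembled chromosomes, with a mean of -0.62. For TDCIPP the values were -0.66, -0.58, -0.56 and -0.41. The Spearman correlation between change and level was -0.43 and -0.40 with the DMSO level, which shares its error with the change, and -0.078 and -0.043 above the median level. The correlation between treatments was 0.49 above the median level and 0.53 as Spearman's rho.

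Shared lower calls kept an odds ratio between 9.01 and 28.2, relative to independent calls and not to a shared control. The centred test could give no value for them, nor for lower calls of 5-AzaC on chromosome 4, since it made 0 lower calls for 5-AzaC (428 at an unadjusted p under 0.05). Shared higher calls had an odds ratio of 1.56 within quintiles of mean level, so level accounted for much of this overlap. It was 0 both at an FDR of 0.01 and among the 1000 top-ranked peaks, where 0 peaks coincided. With 4 and 99 peaks higher for 5-AzaC and TDCIPP at that FDR, and 7 and 151 among the top-ranked, out of 16366, a shared peak could hardly occur, so these values carry no direction. It was 4.59 with 50% reciprocal overlap, 4 at an FDR of 0.1, 4.56 with all matched peaks as background and 4.49 in the centred test (28 shared), each past the threshold.

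On chromosome 4, the odds ratio of higher calls after 5-AzaC was 6.37 at an FDR of 0.01, no longer past the threshold with so few calls. For TDCIPP, lower calls passed the threshold on the long arm (odds ratio 0.33), at an FDR of 0.1 (0.79) and with all peaks as background (0.65). They did not at an FDR of 0.01 (0.67), above the median level (0.76), within quintiles or bands of level (0.83 and 0.82) or in the centred test (1.00). Higher calls passed it on the long arm (3.01), at an FDR of 0.1 (2.34), within quintiles or bands of level (1.79 and 1.73), in the centred test (2.25) and without runs of at least 5 calls (3.02). They did not at an FDR of 0.01 (1.05), above the median level (1.45) or with all peaks as background (1.41). Removing runs could only raise this value, since all 17 calls on chromosome 4 lay outside them. The cause of the other differences was not tested. The widths of called peaks kept their direction and significance under each alternative run for them. These were the FDR thresholds, peaks above the median level, all peaks as background and matching on level. Widths were not compared for the calls of the centred test, which were mostly higher.

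Of the peaks named from a single table, 11 lost significance at an FDR of 0.01 or in the centred test, and none reversed. Of the 5 named for both tables, all 5 failed the centred test for 5-AzaC and 0 for TDCIPP. Weak peaks were mostly left outside the deposited adjustment, so the absence of calls in the weakest quintile of each table, and in the second of TDCIPP, does not show that they kept their levels. Among the peaks left out, 683 and 1116 had a p-value under 0.05.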

Other observations

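Each of the tests below was chosen after the result it bears on was seen. For no pattern were all technical explanations ruled out, so each is given as a hypothesis.

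Most peaks were lower after either treatment. Peaks may have entered the list because their DMSO values were high by chance, which could make the weakest peaks fall the most. The strongest quintile of mean level fell the most, with medians of -0.85 for 5-AzaC and -0.73 for TDCIPP. Mean level includes the DMSO value, so a peak high by chance in DMSO also moves to a stronger quintile. Spearman's rho between change and DMSO level, -0.43 and -0.40, goes with this explanation but shares its error with the change. These values therefore do not decide it. A larger share of background reads in the treated libraries may also lower nearly all peaks at once, and would raise any regions that collect reads without H2A.Z. The strongest peaks did rise, with medians of 0.56 and 0.25 at a level of at least 7. Mean level includes the treated value, so peaks that rose were more readily placed in this class. At a level of at least 8, 45 of 46 peaks rose after 5-AzaC, by a median of 0.55 with an interquartile range of 0.47 to 0.68, and 33 of 42 rose after TDCIPP, by a median of 0.13. A rise that is nearly the same across peaks on 19 sequences after 5-AzaC is what a common factor would give. The tables do not mark which peaks lie in repeats or collect reads in a control library, so a transfer of H2A.Z to repeats and a change in background cannot be told apart here. This bears on the 3739 lower calls of 5-AzaC, since 0 of them passed the test against the median. At an unadjusted p under 0.05, 428 of 20013 tested peaks lay below the median, no more than chance gives. The test against the median recovered 6 of 100 lower peaks simulated at 1 below the shift. It therefore does not show that the lower calls fell no more than the rest.

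The correlation of both treatments' changes, 0.55, was above the 0.45 that the shared DMSO libraries would give with equal errors. It was 0.49 above the median level, and fell from 0.61 in the weakest quintile of mean level to 0.51 in the strongest. The value under a shared control was not computed by level, so a larger r among weak peaks need not be a larger excess. The variances of the 3 pairwise differences were 0.323 (5-AzaC against DMSO), 0.703 (TDCIPP against DMSO) and 0.551 (5-AzaC against TDCIPP). Splitting them gave parts of 0.237 for DMSO, 0.0854 for 5-AzaC and 0.466 for TDCIPP. This DMSO part is smaller than an r of 0.55 implies with these variances. The split therefore does not describe exactly the changes correlated above, and the parts are approximate. The DMSO part was 2.78 times the 5-AzaC part although both groups have 3 samples. A response common to both treatments would be counted in the DMSO part, and so would noisier DMSO libraries, and group values cannot tell these apart.

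Chromosome 4 had fewer lower and more higher calls after 5-AzaC. Within bands of mean level 0.25 wide the odds ratios were 0.61 and 8.08, against 0.60 and 5.76 without bands, so matching on level did not remove either difference. Without the peaks in runs of at least 5 higher calls, 8 higher calls remained on chromosome 4 with an odds ratio of 3.69, so the run from 28559748 to 28709765 accounted for part of the excess and not all of it. All 14 higher calls lay on the long arm, where the median log2 change in the authors' deposited table was -0.42 after 5-AzaC and 0.17 after TDCIPP. The spacing of peaks in that run (upper over lower quartile 2.53) was less even than in the largest TDCIPP run (1.11). It was more even than the median of other stretches of as many peaks (4.15), and 189 of 1533 of these were as regular.

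The runs of higher calls after TDCIPP were denser than chance placement gives (permutation p = 0.0001, the smallest the random draws can give). In the largest run, on chromosome 15, peak starts were spaced a median of 4246 bp apart, and the upper quartile of the spacing was 1.11 times the lower. Among 484 other stretches of 48 consecutive peaks on assembled chromosomes, 0 were as regular, and their median ratio was 4.85. The second run on chromosome 15 had a median step of 4260 bp, and that on chromosome 13 had 4660 bp. A run of 6 calls on chromosome 11 from 31058848 to 31105854 had 4248 bp, with a quartile ratio of 1.03. Its step is close to those of both chromosome 15 runs, and whether these runs share a sequence was not tested. Even spacing is consistent with a tandem array whose near-identical copies share reads, in which case the 45 calls may be 1 event. The same run had a median log2 change of -0.58 after 5-AzaC, close to the median of all peaks. A difference in the number of copies between the clutches used would raise every copy after TDCIPP and leave 5-AzaC as it was, and so would a response to TDCIPP alone. With 2 TDCIPP samples and no per-sample values, these cannot be told apart. The steps in the run on chromosome 8 from 34434195 to 34726803 were less even (ratio 2.83, reached by 71 of 840 other stretches), so not every run has this form.

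Called peaks were wider partly because they were stronger. Within bands of mean level 0.1 wide, differences of 52 bp for 5-AzaC and 39 bp for TDCIPP were left of the original 271 and 202 bp. Narrowing the bands from 20 bins, which left 53 and 37 bp, changed little.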
